# Laser interstitial thermal therapy enhances bidirectional blood-brain barrier permeability in glioblastoma

**DOI:** 10.1093/neuonc/noag080

**Published:** 2026-04-13

**Authors:** Ryan T Cleary, Yiwei Fu, David Giles, Jinyun Yuan, Diogo P Moniz Garcia, Danny Palmer, Rowland H Han, Timothy Woodiwiss, Alicia B Yang, Dimitrios Mathios, Hong Chen, Albert H Kim

**Keywords:** caveolae-mediated transcytosis, ctDNA, glioblastoma, laser interstitial thermal therapy

## Abstract

**Background:**

Laser interstitial thermal therapy (LITT) is a minimally invasive treatment for glioblastoma that increases blood-brain barrier (BBB) permeability. However, the mechanisms and spatiotemporal features of this effect remain unclear. It is also unknown whether LITT promotes release of circulating tumor DNA (ctDNA).

**Methods:**

Using our previously developed LITT mouse model, we employed single-cell RNA-sequencing (scRNA-seq) to investigate gene expression changes in endothelial cells following LITT in the naive mouse brain. Brains were also harvested at multiple time points to assess LITT effects on tight junction (TJ) integrity and transcytosis via immunofluorescence and transmission electron microscopy. Human glioblastoma tissues were analyzed to monitor ambient caveolae-mediated transcytosis in tumor regions. Finally, ctDNA levels in mouse plasma were quantified using digital-droplet PCR following LITT.

**Results:**

LITT triggered downregulation of pathways related to cell-cell junctions and upregulation of transcytosis. LITT transiently disrupted TJ integrity for 7 days up to 100 µm away from the ablation zone. Further, LITT increased caveolae-mediated transcytosis in endothelial cells for 21 days, peaking at 14 days, in part due to suppression of the transcytosis inhibitor Mfsd2a. LITT facilitated ctDNA detection in mouse plasma at 1 h, 3 days, 7 days, and 14 days post-procedure.

**Conclusions:**

Our study demonstrates that LITT transiently disrupts the BBB in the periphery of the ablation with endothelial TJ disruption and transcytosis upregulation following distinct time courses. LITT effects on the BBB are bidirectional and enhance ctDNA release in addition to enabling brain entry of agents.

Key Points

- LITT transiently disrupts tight junctions and elevates transcytosis.
- LITT induces bidirectional BBB permeability and facilitates ctDNA detection.

Importance of the Study

Glioblastoma outcomes remain poor largely due to the blood-brain barrier (BBB), which limits therapeutic delivery. Laser interstitial thermal therapy (LITT) transiently opens the BBB, but the underlying mechanisms and spatiot­emporal dynamics are not fully defined. Our study shows that LITT transcriptionally modulates endothelial cells, transiently alters BBB integrity in a spatially localized manner, and enhances caveolae-mediated transcytosis, facilitating release of tumor DNA into the bloodstream. These findings provide mechanistic insight into LITT-induced BBB modulation and highlight its potential to improve therapeutic access and tumor biomarker detection in GBM.

Glioblastoma (GBM) is the most aggressive and common primary brain cancer in adults with a median survival of approximately 15 months even with aggressive multimodal therapy.^1^^,^^2^ Despite significant advances in our understanding of GBM biology, effective therapies remain limited in part due to the presence of the blood-brain barrier (BBB), which hinders drug delivery to tumor tissues. The limited penetration of the brain imposed by the BBB is primarily governed by 2 cellular mechanisms. One is the specialized tight junction (TJ), which connects brain endothelial cells to restrict paracellular movement of free molecules from the bloodstream to the brain. This structure is composed of junctional proteins, including claudins, occludins, and junction adhesion molecules.^3^ Another process recently found to regulate BBB permeability is endothelial cell transcytosis, which is molecularly less characterized.^4^ Transcytosis allows trans-endothelial cargo transport through different endocytic vesicles, including caveolae.^5^ Caveolae-mediated transcytosis is thought to be the dominant pathway of transcytosis that regulates BBB permeability.^6^ In physiological conditions, brain endothelial cell transcytosis is actively suppressed to limit molecular flow between the bloodstream and the brain parenchyma.^4^ Recent studies identified Mfsd2a (major facilitator superfamily domain-containing 2a) as a key regulator of caveolae-mediated transcytosis in the brain, which is constitutively expressed in brain endothelial cells and inhibits caveolae-mediated transcytosis.^7^^, ^^8^

Intriguingly, laser interstitial thermal therapy (LITT), a minimally invasive surgical technology, has been shown to have BBB-modifying properties in human patients and mouse models.^9^^,^^10^ LITT triggers tumor cell death in a highly controlled manner through thermal ablation,^11^ with patient outcomes comparable to conventional surgical resection in GBM patients in both the newly diagnosed and recurrent settings.^12^ Moreover, LITT induced temporary BBB disruption, occurring within 1-2 weeks after laser ablation and resolving by approximately 4 weeks in GBM patients.^10^ In a mouse model of LITT, we previously showed that LITT disrupts the BBB with kinetics similar to those of patients and, when combined with systemic administration of doxorubicin, a typically brain-impermeable drug, enables brain entry of doxorubicin to improve survival in GBM-bearing mice.^9^

LITT transiently disrupts the BBB through alterations in TJs and transcytosis, potentially enabling bidirectional transport.^13^^,^^14^ Under normal conditions, the restrictive BBB prevents GBM-derived material from entering the circulation, limiting the detection of circulating biomarkers.^15^ By contrast, LITT-induced permeability may enable tumor-derived components—particularly nucleic acids—to escape into the blood. Circulating tumor DNA (ctDNA), small DNA fragments shed by tumor cells, provides a measurable proxy for this process. Thus, enhanced ctDNA detection after LITT could serve as a direct readout of BBB permeability and tumor material efflux. Leveraging LITT to amplify ctDNA signals presents a novel and unexplored approach for monitoring treatment-induced tumor release in GBM.

Previously, we showed that LITT can induce BBB disruption with increased permeability for up to 4 weeks.^9^ However, the mechanistic basis and the spatial and temporal profiles of these effects remain poorly defined. Here, we utilized single-cell RNA-sequencing (scRNA-seq) to identify the transcriptomic changes in mouse brain endothelial cells of the BBB after LITT. Further, we evaluated the effect of LITT on TJ integrity and transcytosis at the BBB in our mouse model. Finally, we investigated whether LITT can enhance the release of ctDNA into the bloodstream.

## Methods

### Laser Interstitial Thermal Therapy

All animal experiments were in accordance with a protocol approved by the Animal Studies Committee at Washington University and compliant with the recommendations of the Guide for the Care and Use of Laboratory Animals (NIH). C57BL/6J mice were used in all experiments. Laser ablation methods have been previously described.^9^ In brief, a stereotactic apparatus was used to target coordinates 1 mm rostral and 2 mm lateral to the bregma, and 2 mm deep. The laser was manually controlled to maintain the desired temperature range at 43 °C for 3 min. Sham controls involved creating a burr hole without probe insertion unless specified.

### Tumor Implantation and LITT

For ctDNA-related experiments, 2000 SB28 syngeneic tumor cells, engineered to overexpress eGFP and luciferase, were injected into the mouse brain at coordinates 1 mm rostral and 2 mm lateral to bregma, and 2 mm deep. Sham controls included probe insertion without laser activation. Bioluminescence imaging was employed to confirm and monitor tumor growth. Mice received intraperitoneal (IP) injections of 200 µL of d-Luciferin (15 mg/µL in phosphate-buffered saline [PBS]; Goldbio, #LUCK-1G) and were anesthetized with 2% isoflurane during imaging. Bioluminescence was recorded using the Lago imaging system (Spectral Instruments Imaging). Seven days after the tumor was implanted, laser ablation was performed at coordinates 1 mm rostral and 2 mm lateral to the bregma and switched on and off to maintain the desired temperature at 44⁰C for 90 s at both 2.5 and 0.75 mm deep.

### Brain Endothelial Cell Isolation

Brains were harvested from mice 7 days after treatment with bilateral laser ablation or sham surgery. Evans Blue (Sigma-Aldrich, E2129) was injected into the retro-orbital vein of 7-8-week-old female mice. After 30 min, the mice were anesthetized with isoflurane and perfused with PBS. Brains were harvested, and the tissue stained with Evans Blue was imaged on a fluorescence microscope using the Cy5 channel and then microdissected. A similar volume of tissue was microdissected from sham mice. Brain tissue from 6 mice was pooled and enzymatically dissociated using the Neural Dissociation Kit according to manufacturer instructions (Miltenyi, 130-092-628). Suspensions were filtered through a 70-µm strainer, and myelin was removed by centrifugation in Percoll. The remaining myelin-depleted cell suspension was blocked for 5 min with Fc preblock (CD16/CD32, BD 553141) on ice, then stained for 30 min with anti-CD31-APC (1:100, BD 551262), anti-CD45-FITC (1:100, BD 553080), and anti-CD11b-BV421 (1:100, Biolegend Clone M1/70, 101236) in FACS buffer (0.5%-1% BSA, 2 mM EDTA in PBS). Dead cells were excluded by staining with Sytox orange (1:1000, Thermo Fisher, S34861). Flow cytometry data and cell sorting were acquired on a MoFlo (Beckman Coulter) with FACSDiva software (BD Biosciences). FlowJo software was used for further analysis and depiction of the gating strategy. Gates are indicated by framed areas. Cells were gated on forward (FSC = size) and sideward scatter (SSC = internal structure). FSC-A and FSC-W gating were used to discriminate single cells from cell doublets/aggregates. CD11b^+^ and CD45^+^ cells were gated to exclude monocytes/macrophages and microglia. CD31^+^Cd11b^-^CD45^-^ brain endothelial cells were sorted directly into lysis buffer in 96-well plates (Bio-rad), containing RNase inhibitor (Takara Bio), oligo(dT), dNTPs, and ERCC spike-ins and stored at −80°C for further processing.

### Single-Cell RNA-Sequencing

Cell lysis, first-strand, and cDNA synthesis were performed using the Smart-seq-2 protocol in 96-well formats, as previously described.^16^ After cDNA amplification (23 cycles), cDNA concentrations were measured with a dye-fluorescence assay (Quant-iT dsDNA High Sensitivity kit; Thermo Fisher) on a SpectraMax i3x microplate reader (Molecular Devices). Sample plates were selected for downstream processing if the mean concentration of blanks (ERCC-containing, non-cell wells) was >0 ng/µL and, after linear regression of the values obtained from the Quant-iT dsDNA standard curve, the *R*^2^ value was >0.98. Sample wells were then selected if their cDNA concentrations were at least 1 SD greater than the mean concentration of the blanks. These wells were reformatted to a new 384-well plate at a concentration of 0.3 ng/µL and a final volume of 0.4 µL using an Echo 550 acoustic liquid dispenser (Labcyte). Libraries were prepared and pooled using the Illumina Nextera XT Library Sample Preparation kit. Libraries were then sequenced on the NovaSeq 6000 Sequencing System (Illumina) using 2 × 100 bp paired-end reads and 2 × 8 bp index reads with a 200-cycle kit (Illumina, 20012861). Samples were sequenced at an average of 7.5M reads per cell.

### SMART-Seq-2 Data Analysis

Transcripts run through the SMART-seq-2 protocol were aligned to the mm39 transcriptome with Salmon,^17^ and a gene-level count matrix from TPM-scaled transcript abundance data was created within R using the tximport package.^18^ Subsequent analysis was performed in R with the Seurat package.^19^ Genes were filtered for those with expression in at least 1% of cells. Cells were filtered for those with >500 genes, >75k transcripts, and <10% mitochondrial or ribosomal transcripts. Differentially expressed genes between the Sham and LITT conditions were identified using the FindMarkers function within Seurat (MAST test) and visualized using the EnhancedVolcano package.^20^ Gene set enrichment was determined and visualized using the ClusterProfiler package.^21^ Gene sets of cell junctions and transcytosis-related pathways were acquired by the AnnotationDbi package,^22^ and then pathway scores were compared between the Sham and LITT conditions using the AddModuleScore function within the Seurat package. Violin plots of genes were visualized using the Seurat package.

### Magnetic Resonance Imaging

Mouse brain MRI data were acquired on a Bruker 9.4-T (400-MHz), 20-cm clear bore MRI scanner with a mouse brain CryoProbe and using ParaVision 360 V3.3 software (Bruker, Billerica, MA). Animals were anesthetized with 1.0-%-1.5% isoflurane and injected with 0.1-0.2 mmol/kg of Gadavist (Bayer) contrast agent prior to imaging. T2-weighted (repetition time [TR] = 3000 ms, echo time [TE] = 60 ms) and T1-weighted (TR = 200 ms, TE = 3 ms) images were acquired with a field-of-view of 12.8 × 12.8 mm^2^, a data matrix of 128 × 128, and 9 slices at 1-mm thickness. MRIs were obtained 2 days after LITT to confirm ablation prior to sacrificing animals for harvesting histological specimens.

### Human Tissue Collection

Patient samples used for transmission electron microscopy analyses were derived from patients treated at Barnes-Jewish Hospital (St. Louis, MO) during open tumor resections. All patients provided written informed consent to participate in the study following Institutional Review Board approval (IRB# 201409046, 201111001). Patient samples were collected from either contrast-enhancing or nonenhancing tumor regions or normal brain outside of the tumor volume (based on preoperative MRI and intraoperative neuronavigation). Patient samples were immediately rinsed in cold PBS to remove residual blood, then fixed by drop immersion in 5% glutaraldehyde/4% PFA/0.1M sodium cacodylate for 1 h at room temperature, then overnight at 4 °C as further detailed below.

### Transmission Electron Microscopy

Evans Blue was injected into the retro-orbital vein of 7-8-week-old female C57BL6J mice. After 30 min, the brains were harvested, and the hindbrain and contralateral hemisphere were removed. Brains were fixed by drop immersion, first in 5% glutaraldehyde/4% PFA/0.1M sodium cacodylate for 1 h at room temperature, then overnight at 4 °C in 4% PFA/0.1M sodium cacodylate. Following fixation, brains were washed overnight in 0.1M sodium cacodylate. Coronal vibratome free-floating sections of 50 µm were collected, and Evans Blue staining was used to identify sections through the laser ablation penumbra. Sections were post-fixed in 1% osmium tetroxide and 1.5% potassium ferrocyanide, dehydrated, and embedded in epoxy resin. Ultrathin sections (80 nm) were then cut from the block surface, collected on copper grids, and counterstained with Reynold’s lead citrate. A 1200EX electron microscope (JOEL) equipped with a 2k CCD digital camera (AMT) was used for all TEM studies. Images were analyzed using ImageJ (NIH). Endothelial cells located within 100 µm of the coagulum edge were included for luminal vesicle quantification.

### Immunofluorescence

For claudin-5 and CD31 co-staining, mice were anesthetized with isoflurane and perfused with PBS. Brains were harvested and quickly frozen in OCT (Sigma-Aldrich) using isopentane on dry ice. For Mfsd2a and CD31 co-staining, mice were anesthetized with isoflurane and perfused with PBS and 4% PFA. Brains were harvested, fixed in 4% PFA overnight, cryopreserved in increasing concentrations of sucrose solution (10%, 20%, 30%), and mounted in OCT (Sigma-Aldrich). OCT blocks were stored at −20 °C for 24 h before slicing on a cryostat at 10-µm thickness. Slices were thawed, mounted onto Superfrost Plus (Fisher Scientific) slides, and then stored at −80 °C. Slides used for claudin-5 and CD31 co-staining were post-fixed in ice-cold methanol for 10 min, then briefly washed in PBS. Slides used for Mfsd2a and CD31 co-staining were rehydrated in PBS for 5 min. All slides were then blocked in the blocking buffer containing 1× PBS, 10% goat serum, and 0.2% Triton X-100 at room temperature for 1 h, then incubated at 4 °C overnight with the following primary antibodies: CD31 (1:100, BD Pharminogen 550274), claudin-5 (1:300, Thermo Fisher Scientific 34-1600), and Mfsd2a (1:200, a generous gift from Dr. Chenghua Gu, Harvard Medical School, Boston, MA), followed by incubation with corresponding Alexa fluorophore-conjugated secondary antibodies (1:500, Thermo Fisher Scientific). Fluorescent images were taken using an automated inverted microscope (Leica Microsystems). Analysis of immunofluorescence images was performed via corrected total fluorescence on Nikon Elements.

### Blood Collection and Cell-Free DNA Extraction

Blood was collected from the submandibular vein of mice at different timepoints, 1 h, 3 days, 7 days, and 14 days after LITT/sham surgery. Between 50 and 100 µL of blood was collected into EDTA-coated tubes to prevent hemolysis. Blood samples were centrifuged at 2500 × *g* for 10 min at 4 °C. Then the separated plasma portion was transferred to 1.5-mL tubes and centrifuged at 16,100 × *g* for 10 min at 4 °C to remove additional debris. The plasma/serum RNA/DNA Purification Mini Kit (Norgen Biotek) was used to extract cfDNA from mouse plasma per the manufacturer’s protocol. PBS was added to the plasma samples to make up the volume of 200 µL. cfDNA was eluted in 30 µlLof the corresponding buffer. cfDNA was preamplified using Q5 hot start high-fidelity master mix (New England Biolabs) with forward and reverse primer pairs for enhanced green fluorescent protein (*eGFP*) (same primers used for ctDNA analysis). Pre-amplification was performed using the Eppendorf Mastercycler: 98 °C for 5 min; 12 cycles of 98 °C for 30 s, 60 °C for 1 min; a final extension at 72 °C for 5 min; and 1 cycle at 4°C for infinite time. Preamplified products were directly used for further ddPCR reactions.

### ctDNA Analysis with ddPCR

Custom sequence-specific primers and fluorescent probes were designed and synthesized for *eGFP* detection (Millipore Sigma). The forward and reverse primer sequences for *eGFP* are 5′-GACCACTACCAGCAGAACACC-3′ and 5′-CCAGCAGGACCATGTGATCG-3′, respectively. The *eGFP* probe sequence is 5′-CCGACAACCACTACCTGAGCACCCAGTC-3′, the 6-carboxyfluorescein (6-FAM), and the Black Hole Quencher 1 (BHQ1).ddPCR reactions were conducted using Bio-Rad Q200X according to the manufacturer’s instructions (Bio-Rad). ddPCR reactions were prepared in a 20-µL system with 2× ddPCR Supermix for probes (no dUTP) (Bio-Rad), 5 µL of target DNA product, 0.1 µM forward and reverse primers, and 0.1 µM probes. The QX200 manual droplet generator (Bio-Rad) was used to generate droplets (20.5 µL reaction + 70 µL oil for probes). The PCR step was performed on a C1000 Touch Thermal Cycler (Bio-Rad) by use of the following program: 1 cycle at 95°C for 10 min, 48 cycles at 95°C for 30 s and 60°C for 1 min, 1 cycle at 98°C for 10 min, and 1 cycle at 12°C for 30 min, 1 cycle at 4°C infinite, all at a ramp rate of 2°C/s.

Data were acquired on the QX200 droplet reader (Bio-Rad) and analyzed using QuantaSoft Analysis Pro (Bio-Rad). All results were manually reviewed for false positives and background noise droplets based on negative and positive control samples. Assays were considered positive if >3 droplets exceeded the threshold fluorescence ctDNA concentrations (copies/µL plasma), which were calculated by multiplying the concentration (provided by QuantaSoft) by elution volume, divided by the input plasma volume used during DNA extraction.

### Statistics

Statistical analyses were performed using GraphPad Prism version 10.0 and R version 4.4.2. Pathway scores were compared between conditions using the Wilcoxon rank-sum test, with the *P*-value adjusted for multiple biologically related pathway-level comparisons using the Benjamini-Hochberg false discovery rate method. For experiments comparing 2 groups, unpaired Student’s *t*-tests were used. Comparisons involving multiple timepoints and/or groups were analyzed by 2-way ANOVA with Dunnett’s/Šidák’s multiple comparisons post hoc test. Comparison of ctDNA-positive rates was performed using a two-sided Fisher’s exact test. Data are presented as individual values with mean ± SEM unless otherwise stated, and sample sizes (*n*) are reported in the figures or figure legends. Differences were considered statistically significant at *P* < .05. Statistically significant differences between conditions are indicated by asterisks as follows: ns, *P* > .05; *P < .05; **P < .01; ***P < .001; ****P < .0001.

## Results

### Single-Cell RNA-Seq Analysis of Brain Endothelial Cells Identifies Alterations in Pathways Related to TJs and Transcytosis Following LITT

scRNA-seq was performed to investigate transcriptomic changes in brain endothelial cells induced by LITT. 

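Endothelial cells were sorted from LITT-treated and sham-treated mouse brains at day 7 after treatment and sequenced with Smart-seq2, a method that amplifies the polyadenylated RNA of 1 cell per well and carries no molecular identifiers, so that amplification copies of a transcript are counted along with the original. The ablation was held at 43 °C for 3 min, and tissue from 6 mice was pooled before dissociation. The labels list 4 samples, 2 from LITT and 2 from sham surgery. The authors quantified the reads with Salmon on the mm39 mouse transcriptome, summed them to genes with tximport, and deposited estimated counts, which were scaled for transcript length and were not normalized for sequencing depth. Their table held 20752 gene entries in 576 wells, before any filter on cells or genes. The names of 288 wells started with P1 and those of the other 288 with P2. What these names stand for is not given in the sources used here, and no well could be assigned to LITT, to sham or to a replicate. The labels number the samples in sets, each with a LITT and a sham sample, and P1 and P2 may stand for these sets. All wells were therefore treated as a single pooled sample of LITT and sham cells, without a test and without a LITT against sham comparison. The total of a well ranged from 2475 to 32295101 estimated counts, with a median of 5005978 in the P1 wells and 6453931 in the P2 wells. The mean over all wells was 6918392 counts, and the paper states a depth of 7.5M reads per cell. The values given here use the estimated counts, with a median of 10804615 in the cells that passed the filters. Genes with a value above 0 in at least 1% of the wells were kept first, and wells were then kept with more than 500 genes above 0, more than 75000 counts and less than 10% of the counts on mitochondrial genes and on ribosomal protein genes, each share taken on its own. Counts were expressed as CPM, that is, scaled to 1000000 counts on the retained genes of each cell. A cell was counted as expressing a gene from 500 CPM upwards, a level set between the lower and the upper mode of the violin plots in Figure 1G. The shares are of cells in which a gene was found at this level, and a cell below it can still express the gene. Shares of cells are given with exact 95% Clopper-Pearson intervals, which cover counting error only and not the differences between mice, pools or treatments.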

Brains were harvested 7 days post-treatment, and tissues were stained with Evans Blue to visualize the vasculature and microdissection. LITT-treated naive brains exhibited increased Evans Blue staining compared with sham controls, reflecting enhanced vascular permeability (Figure 1A). Interestingly, in SB28-bearing brains, Evans Blue staining was also higher after LITT compared with sham, although sham tumors displayed baseline Evans Blue signal, consistent with the inherently disrupted BBB in tumors. Tumor GFP signal was reduced in LITT-treated brains due to tumor ablation (Figure S1). FACS-sorted CD31⁺CD11b⁻CD45⁻ endothelial cells were then subjected to scRNA-seq using the Smart-seq2 protocol^16^ from LITT-treated and sham control samples (Figure 1B). Among CD45⁻CD11b⁻ single cells, CD31⁺ endothelial cells comprised 4.66% (356/7647) in the LITT group and 12.1% (378/3117) in the sham group. After removing lowly expressed genes and low-quality cells, we retained 374 high-quality cells and 10,886 genes for downstream transcriptional analysis. 

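From the 576 wells and 20752 gene entries of the deposited table, the filters named in the methods left 367 cells and 10901 genes. The paper's reported values are 374 cells and 10886 genes. Of the 209 wells left out, 199 had 75000 counts or fewer, 2 of the others exceeded the mitochondrial limit and 8 the ribosomal limit. The wells with too few counts held a median of 26482 counts and at most 70695, whereas the retained cells held a median of 10804615, from 94320 to 32295064. The minimum of 500 genes removed no well, because every well in the table had at least 1072 genes above 0. The median number of genes above 0 was 3430 in the retained cells and 2938 in the wells with too few counts, a small difference for a difference in depth of this size. At 100 CPM or more, the retained cells held a median of 379 genes. In the retained cells, mitochondrial genes took a median of 1.48% of the counts and ribosomal protein genes 2.32%. The P1 wells gave 170 of the retained cells and the P2 wells 197. Among the other readings of the filters set before the data were examined, the number of retained cells moved most when the limit was applied to mitochondrial genes alone, which left 375 cells.

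**Figure D1:**
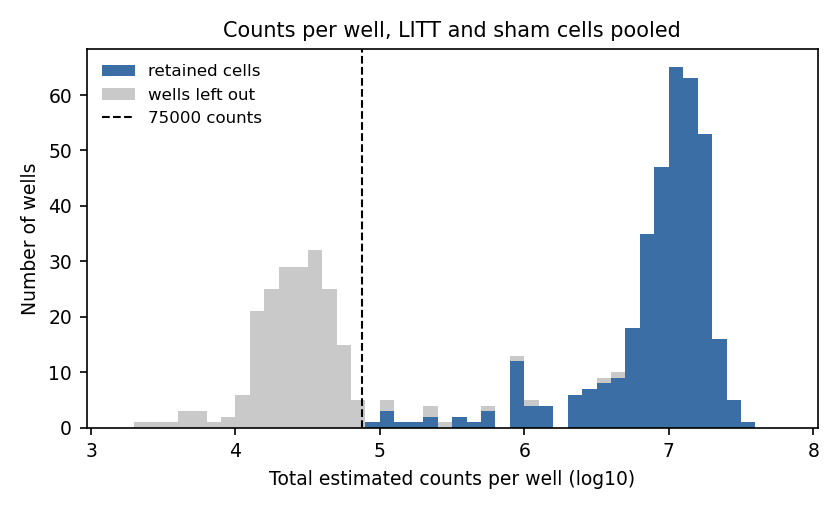
Number of wells (y axis) by total estimated counts per well (x axis, log10 scale), with retained cells in blue and wells left out in grey, stacked, over LITT and sham together. The dashed line marks 75000 counts, and the 199 wells to its left hold a median of 26482 counts.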

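The genes are placed on the GRCm39 (mm39) assembly with the GENCODE annotation, and no other protein-coding gene overlaps them there. Cldn5, which encodes the tight junction protein claudin-5, lies on chromosome 16 from 18595597 to 18597012 on the forward strand. It reached 500 CPM in 230 of 367 retained cells (62.7%, interval 57.5 to 67.6%), with a median of 2116 CPM over all retained cells. Flt1, the gene of a VEGF receptor on chromosome 5 from 147498414 to 147662826, reached 500 CPM in 241 cells (65.7%, interval 60.6 to 70.5%), with a median of 1374 CPM. Esam, an endothelial adhesion molecule on chromosome 9 from 37439344 to 37449615, did so in 114 cells (31.1%, interval 26.4 to 36.1%). Pecam1, which encodes CD31, the surface protein used for the sort, lies on chromosome 11 from 106543689 to 106641454 and reached 500 CPM in 91 cells (24.8%, interval 20.5 to 29.5%). Since every cell was sorted for CD31, this share is one of detection at 500 CPM and not of all cells that express Pecam1. The medians over all retained cells were 9.27 CPM for Esam and 5.73 CPM for Pecam1. In the cells that reached 500 CPM, by contrast, the medians of the 4 genes were 4539 CPM for Cldn5, 3225 CPM for Flt1, 4106 CPM for Esam and 2720 CPM for Pecam1. The intervals of Cldn5 and Flt1 overlap each other and lie above those of Esam and Pecam1. In the P1 and the P2 wells taken apart, the shares were 61.8% and 63.5% for Cldn5, 58.8% and 71.6% for Flt1, 28.8% and 33.0% for Esam, and 21.8% and 27.4% for Pecam1, in the same order except for Cldn5 and Flt1. The threshold moved the shares most, since values above 0 were found for Cldn5, Flt1 and Esam in 100% of the retained cells and for Pecam1 in 99.2%. Such values were also found in wells with 75000 counts or fewer, of which all 199 held Cldn5 above 0, at a median of 71.6 counts, and none held 1000 counts of any of the 4 genes.

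**Figure D2:**
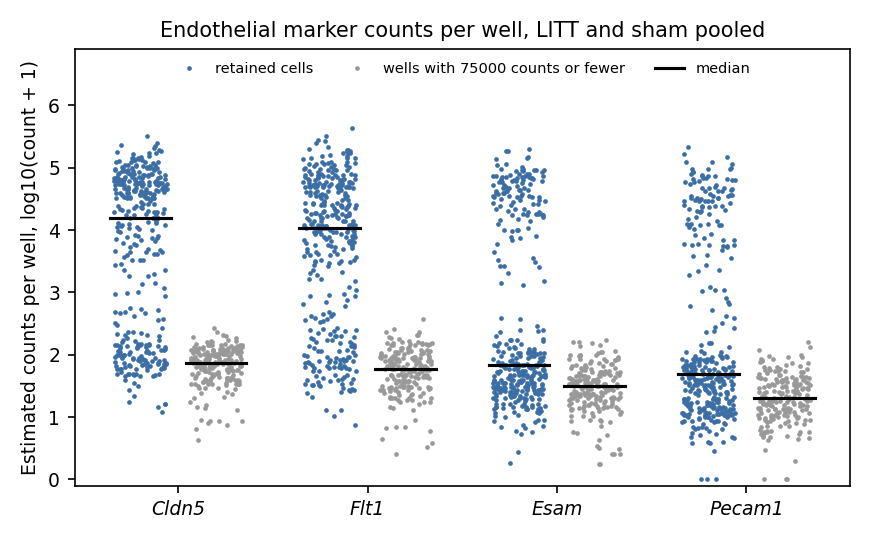
Estimated counts per well of 4 endothelial marker genes (y axis, log10 of the count plus 1), with 1 point per well, the 367 retained cells in blue, the 199 wells with 75000 counts or fewer in grey, and a black line at each median. The retained cells form an upper and a lower group for each gene, and the lower group overlaps the range of the grey wells, whose median for Cldn5 is 71.6 counts.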

Analysis of marker gene expression confirmed the endothelial identity of these cells, with high expression of Cldn5, Pecam1, Flt1, and Esam observed across the population (Figure 1C). 

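Zonation markers are genes whose expression changes along the path from artery through capillary to vein. Among the arterial markers, Gkn3 (chromosome 6, 87360238 to 87365917) reached 500 CPM in 4 of 367 retained cells (1.09%, interval 0.298 to 2.77%). Bmx on the X chromosome (162975838 to 163041195) and Vegfc on chromosome 8 (54530257 to 54640131) did so in 3 cells each (0.817%, interval 0.169 to 2.37%). Efnb2 on chromosome 8 (8667226 to 8711249) reached this level in 2 cells and Sema3g on chromosome 14 (30939808 to 30952309) in 1 cell. Any of the 5 arterial genes was expressed in 11 cells (3.00%, interval 1.51 to 5.30%). Vwf, on chromosome 6 from 125523737 to 125663642, which marks arteries and veins, was expressed in 28 cells (7.63%, interval 5.13 to 10.8%). Slc38a5, the venous marker on the X chromosome from 8123870 to 8146425, was expressed in 41 cells (11.2%, interval 8.14 to 14.8%), and Mfsd2a, the capillary marker on chromosome 4 from 122840643 to 122855244, in 54 cells (14.7%, interval 11.3 to 18.8%). Of the genes shared by capillaries and veins, Tfrc, on chromosome 16 from 32427556 to 32451612, was expressed in 34 cells (9.26%, interval 6.50 to 12.7%) and Slc16a1, on chromosome 3 from 104545811 to 104565780, in 61 cells (16.6%, interval 13.0 to 20.8%). Over all retained cells, the interval of each arterial gene lies below that of Vwf and of all 4 venous and capillary genes. Vwf and Tfrc could not be separated by their shares, and the mean over the retained cells was 309 CPM for Vwf against 253 CPM for Tfrc, the opposite order to their shares. The intervals of Vwf and Slc38a5 also overlap. The share of Vwf differed between the sets of wells, with 22 of 170 cells in the P1 wells (12.9%, interval 8.29 to 18.9%) and 6 of 197 in the P2 wells (3.05%, interval 1.13 to 6.51%). In the P1 wells it was above the shares of Slc38a5 (8.82%), Mfsd2a (10.6%) and Tfrc (10.6%) and below that of Slc16a1 (14.1%), all with overlapping intervals. In the P2 wells it was below all 4, at 13.2%, 18.3%, 8.12% and 18.8%, and its interval overlapped those of Tfrc and of the arterial genes. The highest arterial share was 1.18% in the P1 wells and 1.02% in the P2 wells. Values above 0 were more frequent throughout, in up to 24.8% of the retained cells for an arterial gene and 68.9% for Vwf. For Slc38a5 and Mfsd2a they were also found in 173 and 182 of the 199 wells with too few counts, at medians of 10.7 and 10.3 counts.

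**Figure D3:**
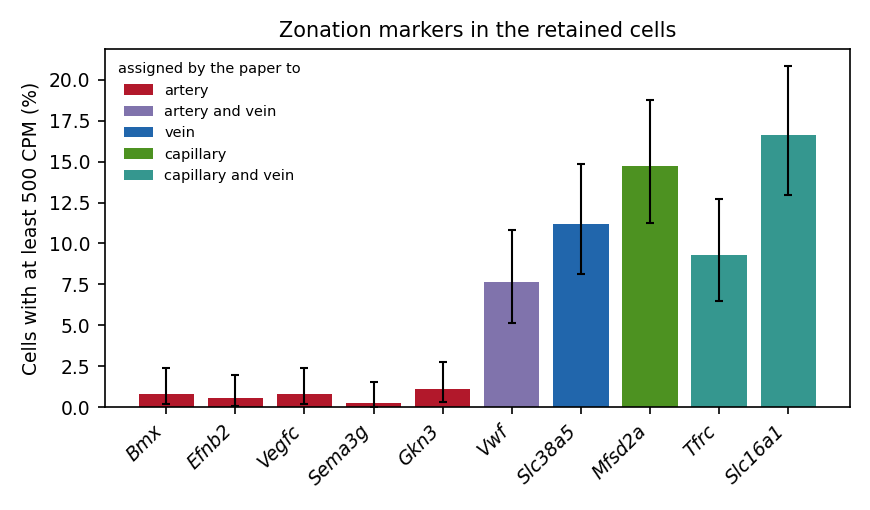
Percent of the 367 retained cells with at least 500 CPM (y axis) of each zonation marker (x axis), coloured by the vessel segment the paper assigns it to. Error bars are exact 95% Clopper-Pearson intervals for counting error, and the arterial genes reach at most 1.09% while Slc16a1 reaches 16.6%.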

Examination of zonation-specific markers showed low expression of arterial markers (*Bmx, Efnb2, Vegfc, Sema3g, Gkn3*); moderate expression of arterial and venous marker (*Vwf*); and high expression of venous marker (*Slc38a5*), capillary marker (*Mfsd2a*), and capillary and venous markers (*Trfc, Slc16a1*) in the cells. These findings collectively suggest that the profiled cells are endothelial and predominantly consist of capillary and venous subpopulations.

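Taken per cell, 336 of 367 retained cells (91.6%, interval 88.2 to 94.2%) had at least 500 CPM of 1 or more of the 5 endothelial genes Cldn5, Pecam1, Flt1, Esam and Cdh5, 228 cells (62.1%, interval 56.9 to 67.1%) had 2 or more, and 106 cells (28.9%, interval 24.3 to 33.8%) had 3 or more. Cdh5, also shown in Figure 1C, reached this level in 17 cells. The 31 cells with none of the 5 were less deeply sequenced, with a median of 4398015 counts against 11015751 in the others. The tally includes retained cells of low depth, in which few counts reach 500 CPM. The shallowest, with 94320 counts, held 414.1 counts of Cldn5, 363.7 of Flt1, 146.1 of Esam and 104.5 of Pecam1. Wells left out for too few counts held up to 263, 372, 174 and 161 counts of these genes. The tally was not repeated without such cells. Markers of other cell types were less frequent. At least 1 marker at 500 CPM was found in 13 cells for pericytes, 11 for microglia, 10 for astrocytes (all of them from Gja1 alone), 6 for smooth muscle, 2 for red blood cells, 1 each for oligodendrocytes and fibroblasts, and 0 for neurons. The criterion of 2 or more markers at 500 CPM was met by 3 cells for smooth muscle, and by 1 each for microglia, pericytes, fibroblasts and red blood cells. No cell met it for astrocytes, oligodendrocytes or neurons, and 0 of 367 cells allows a share of up to 0.817%. Of the neuronal markers, 3 were in the table and 2 of them were listed at 0 in every well, so this list says little. The fibroblast list had 2 of 4 genes at 0 in every well. The pericyte, astrocyte and oligodendrocyte lists had 1 such gene each, so low numbers for these types are limited in the same way. Within the zonation markers, 153 cells (41.7%, interval 36.6 to 46.9%) expressed any of the 4 venous and capillary genes, 2 cells expressed both one of these and an arterial gene, and 195 cells (53.1%, interval 47.9 to 58.3%) expressed none of the 10 genes at 500 CPM. From the endothelial markers together with the low arterial and high venous and capillary markers, the paper proposes that the profiled cells are endothelial and come mostly from capillaries and veins.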

**Figure 1.**
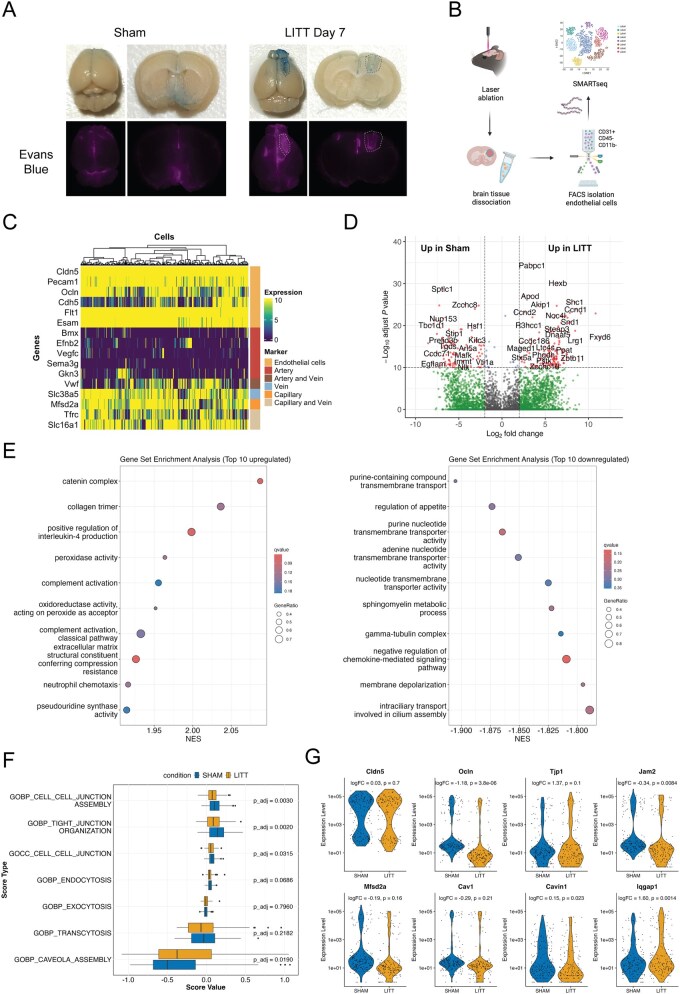
Single-cell RNA-sequencing analysis identified changes in pathways related to tight junctions and transcytosis after laser interstitial thermal therapy (LITT). (A) Representative images show Evans Blue staining in naive brains 7 days after treatment. Dashed lines demarcate the ablation core. (B) Schematic overview of the scRNA-seq experimental pipeline. (C) Expression heatmap of selective endothelial cell markers. (D) Volcano plot depicting genes differentially expressed after LITT (sham as control). (E) Gene set enrichment analysis (GSEA) showing the top 10 upregulated and downregulated Gene Ontology (GO) terms ranked by *q*-value. (F) Geneset scores of cell junctions and transcytosis GO terms of LITT and sham. (G) Violin plots illustrating expression changes in tight junctions and transcytosis-related genes. Abbreviation: NES, normalized enrichment score.

Differentially expressed gene analysis was conducted to identify genes altered by LITT ablation (Figure 1D). Gene Set Enrichment Analysis (GSEA) using Gene Ontology (GO) terms revealed significantly enriched pathways. Notably, the catenin complex pathway was upregulated (Figure 1E); the Wnt/β-Catenin signaling pathway is known to play a crucial role in the regulation of TJ complex assembly in BBB ­endothelial cells.^22^ Additionally, complement activation and neutrophil chemotaxis pathways were upregulated, with downregulation of the negative regulation of chemokine-mediated signaling following LITT, suggesting initiation of an inflammatory/immune response subsequent to laser ablation. Several pathways of nucleotide transmembrane transporter activity were downregulated, suggesting LITT modulates transmembrane transport in endothelial cells.

Utilizing GO terms, geneset scores specifically related to BBB permeability mechanisms were compared between LITT and sham conditions (Figure 1F). The cell-cell junction scores were significantly lower in the LITT group than in the sham group, especially the score related to TJs. In addition, the caveola assembly score was significantly higher in the LITT group, suggesting a higher activity of caveolae-mediated transcytosis. Consistently, violin plots showed significant downregulation of the TJ-related genes *Ocln* and *Jam2* and upregulation of *Cavin1*, a gene that stabilizes caveolae,^23^ and *Iqgap1*, a gene implicated in transcytosis in endothelial cells post-LITT (Figure 1G).^23^

### LITT Induces Localized and Transient TJ Disruption

To validate the changes observed in the scRNA-seq analysis of LITT-treated brain endothelial cells, we used our LITT mouse model to assess the spatiotemporal impact of LITT on the cellular processes that define BBB permeability.^9^ Laser ablation (vs. sham surgery) was stereotactically delivered into the mouse brain and confirmed 2 days after treatment using MRI (Figure 2A). We first evaluated the effect of LITT on the integrity of brain endothelial TJs. Following LITT, brains were harvested at different time points (post-LITT days 3, 7, 14, and 21), and then brain sections were processed for immunofluorescence using antibodies against the TJ marker claudin-5 and the endothelial cell receptor CD31. Fluorescence intensity was quantified in different regions of interest in 50-µm increments away from the ablation core (Figure 2B). After laser ablation, claudin-5 expression was markedly reduced compared to sham at day 3, and this effect was spatially restricted to an area within 100 µm from the laser centroid (Figure 2C). Claudin-5 downregulation persisted from day 3 through 7, with partial recovery by day 14 and complete recovery by day 21 (Figure 2C and D). Collectively, these results demonstrate that LITT promotes an early and transient decrease in TJ integrity lasting up to 14 days and up to 100 µm away from the ablation region.

**Figure 2.**
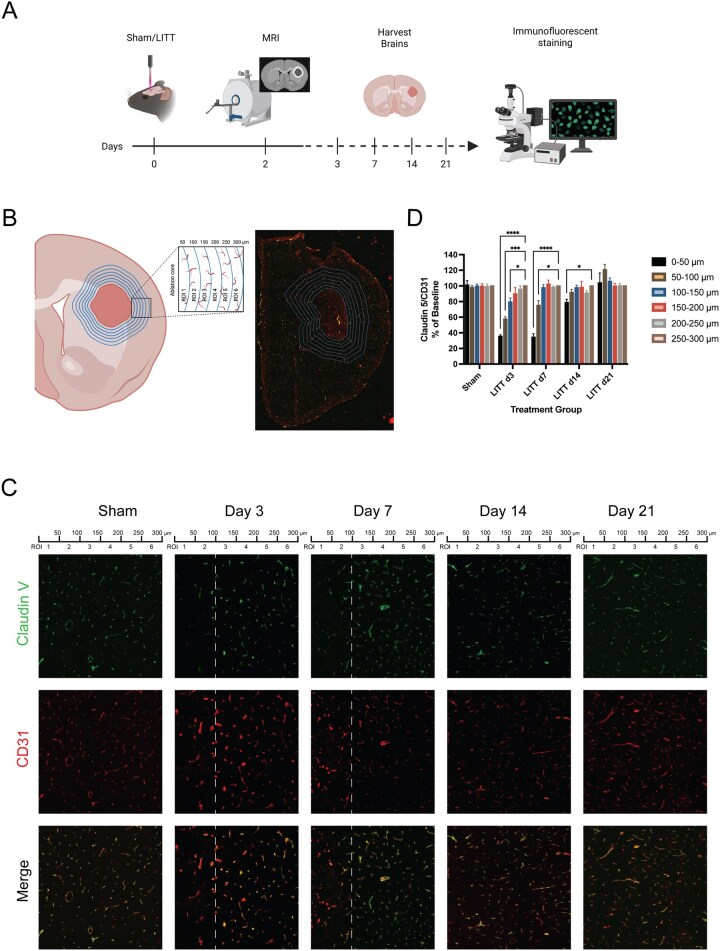
Laser interstitial thermal therapy (LITT) induces a transient decrease in tight junction integrity for up to 7 days and 100 µm away from the ablated core. (A) Schematic illustrating study design with LITT applied at day 0, confirmed with the use of MRI at day 2, and brains harvested at days 3, 7, 14, and 21. (B) Schematic illustration and representative image demonstrating selection of regions of interest (ROIs) in 50-µm increments away from the ablation core for further sectioning and study. (C) Confocal images from immunofluorescence of both sham and LITT-treated brains at different time points, staining for tight junction marker claudin-5 and endothelial membrane protein CD31 Overlay images from both channels were shown (Merge). Dashed vertical lines demarcate the ROIs (1-2), corresponding to 0-100 µm from the ablation core. (D) Quantification of normalized claudin-5 to CD31 ratio of LITT-treated brains showing endothelial tight junction density compared to the sham control at the indicated time points and regions (*n* = 3 for each condition). *P*-value calculated by 2-way ANOVA with Dunnett’s multiple comparisons testing.

### LITT Increases Caveolae-Mediated Transcytosis and Is Associated With Downregulation of Mfsd2a

We then assessed the temporal effect of LITT on caveolae-mediated transcytosis. LITT-treated brain slices along with sham surgical controls were collected at different time points up to 4 weeks, and characteristic invaginations of caveolae from the luminal plasma membrane of endothelial cells were visualized by transmission electron microscopy. TEM revealed an increased number of plasma membrane invaginations and caveolae-like vesicular structures in endothelial cells after LITT (Figure 3A). The increased abundance of such structures therefore provides morphological evidence for enhanced endothelial transcytosis following LITT treatment. Compared to sham surgery, LITT ablation resulted in an increase in endothelial cell transcytosis, which peaked at post-LITT day 14 and decreased to control levels by post-LITT day 21 (Figure 3B). These data raised the hypothesis that LITT may disrupt the normal brain suppression of endothelial cell transcytosis, a process mediated by the endothelial cell gene *Mfsd2a.*^7^^,^^8^ In our earlier endothelial cell scRNA-seq data, we observed a trend toward a decrease in *Mfsd2a* after LITT (Figure 1G). We therefore asked whether LITT might induce caveolae-mediated transcytosis through Mfsd2a downregulation in brain endothelial cells by performing Mfsd2a immunofluorescence in laser-treated brains. Indeed, protein expression of endothelial Mfsd2a in LITT-treated brain tissue was downregulated at day 14, the peak time of LITT-triggered endothelial transcytosis, compared to sham-treated brains by immunofluorescence (Figure 3C and D). These results support the hypothesis that Mfsd2a controls not only baseline transcytosis but may also contribute to BBB permeability changes in the context of LITT.

**Figure 3.**
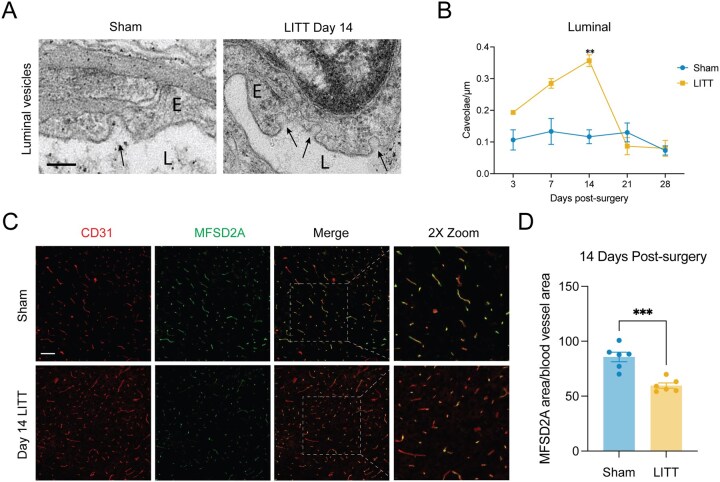
Laser interstitial thermal therapy (LITT) induces a temporary increase in transcytosis for up to 14 days in part due to downregulation of Mfsd2a. (A) Luminal vesicles in endothelial cells (E) facing the luminal area (L) in brain tissue with indicated treatments were visualized by TEM. Caveolae invaginations were indicated. (B) Quantification of luminal vesicles in both LITT-treated brains and sham was shown (n = 3 for each condition, 10 capillary cross-sections per animal). **, *P* < 0.01 by 2-way ANOVA with Dunnett’s multiple comparisons testing. Data are presented as mean ± SEM. (C) Confocal images from immunofluorescence of both sham and LITT-treated brains staining for endothelial membrane protein CD31 and Mfsd2a. Overlay images from both channels were shown (Merge). (D) Quantification of normalized Mfsd2a to blood vessel area of LITT-treated brains and the sham control at day 14 after treatment (*n* = 6 for each condition). **P < 0.01 by Student’s *t*-test. Scale bar: 100 nm (A) and 100 µm (C).

### Baseline Caveolae Vesicular Trafficking in Human GBM

The presence of suppressed baseline endothelial transcytosis in healthy murine models and its disruption in several human disease processes have been previously demonstrated.^23^ However, the basal rate of transcytosis in GBM and its possible variation across tumor regions are unknown. Direct evaluation of human tumor tissue after laser ablation would also be interesting to investigate, but as this would require an otherwise unindicated second tissue biopsy after LITT, obtaining this tissue is not ethically feasible. We thus evaluated the extent of baseline transcytosis in untreated human GBM specimens obtained during open tumor resections. To address this question, we monitored samples from both enhancing and nonenhancing GBM tumor regions as well as normal brains from human patients and subjected them to TEM (Figure S2A). As expected, we observed that normal brain exhibited a very low density of endothelial caveolae, indicating a low ambient rate of endothelial transcytosis. Similarly, nonenhancing tumor regions had low endothelial caveolae density. Interestingly, an almost 2-fold increase in endothelial caveolae density was observed in enhancing tumor regions compared to both nonenhancing regions and normal brain, suggesting a mildly elevated level of endothelial transcytosis in enhancing tumor regions (Figure S2B). Overall, these human data indicate that ambient endothelial transcytosis is extremely low in normal brain and nonenhancing GBM tumor regions with only a slight elevation in enhancing tumor regions.

### LITT Enhances BBB Permeability to Facilitates ctDNA Release

Since LITT increases local BBB permeability and allows systemic drugs to enter the brain,^24^ we asked whether this increase in BBB permeability might be bidirectional and potentially facilitate movement of molecules from the brain to the bloodstream, such as tumor material in the form of ctDNA. SB28 gliomas were implanted in the brains of B6 mice, and mice were subsequently treated with either LITT or sham surgery. Blood samples were collected at multiple time points to assess changes in ctDNA concentration, which was quantified using digital-droplet PCR (Figure 4A). We confirmed that LITT successfully ablated brain tumors by live bioluminescence imaging and observed that tumors in the LITT group were smaller than those in the sham group on day 6, with no significant differences observed on day −1 and day 13 (Figure 4B). Overall, tumors in both groups continued to grow throughout the blood collection period (Figure 4B). *eGFP*, a tumor-specific gene in the SB28 glioma line, was used as a ctDNA marker. *eGFP* ctDNA levels were significantly higher in the LITT group compared to the sham group as early as 1 h post-LITT and up to 14 days post-LITT (Figure 4C). We defined ctDNA positivity at >5 copies/µL due to assessed data showing reliable quantification at or above this threshold. Previous mouse xenograft studies have reported total ctDNA levels of approximately 8.4 copies/µL in mice bearing 1-2 g tumors.^25^ The positive detection rate was higher in the LITT group than in the sham group at 1 h after surgery (6/11 vs. 1/11, Figure 4D). LITT induced a modest increase in β-actin cfDNA at 1 h and 3 days post-LITT compared with sham surgery (Figure 4E). When eGFP ctDNA was normalized to β-actin cfDNA (Figure 4F), eGFP ctDNA remained elevated relative to the sham group at all 4 time points. Overall, these findings demonstrate that the LITT-triggered increase in BBB permeability improves ctDNA detection sensitivity in mice, supporting the hypothesis that such permeability changes are bidirectional, facilitating both molecular entry into and release from the brain.

**Figure 4.**
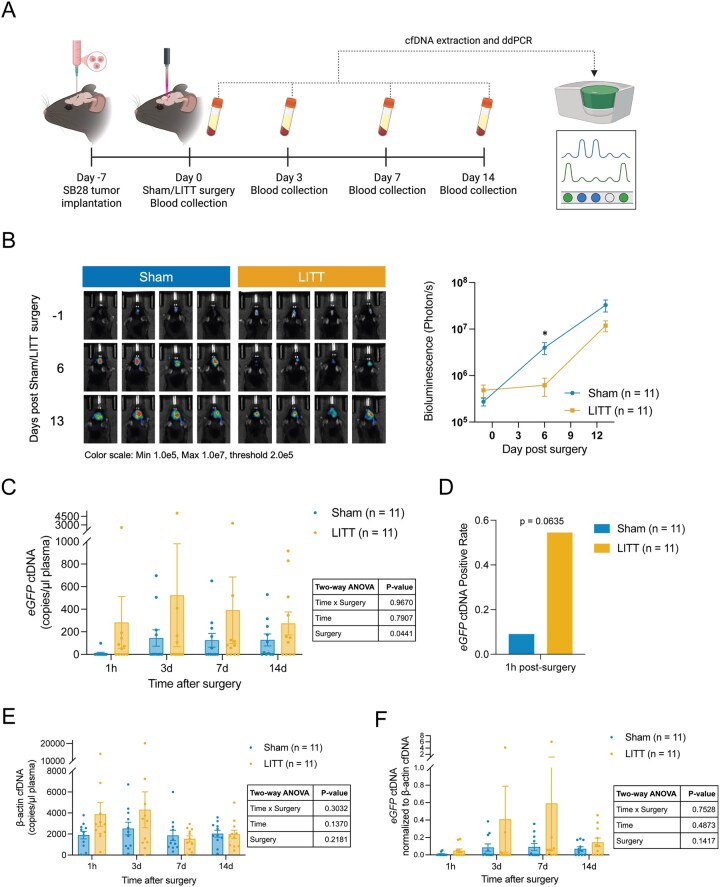
Laser interstitial thermal therapy (LITT) enhances blood-brain barrier (BBB) permeability and facilitates increased ctDNA release. (A) Schematic timeline showing SB28 glioma implantation, LITT or sham surgery, and blood collection time points for ctDNA analysis via ddPCR. (B) Tumor volume measurements showed smaller tumors in the LITT group compared to sham on day 6; no significant differences were observed on day −1 and day 13. *P < .05 by 2-way ANOVA with Šidák’s multiple comparisons testing. (C) Quantification of *eGFP* ctDNA levels in mouse plasma at multiple time points post-surgery. *eGFP* ctDNA was significantly higher in the LITT group compared to sham controls (*P* < .05, 2-way ANOVA). (D) The positive *eGFP* ctDNA detection rate (>5 copies/µL plasma) in the sham and LITT group at 1 h post-surgery (*P* = .0635 by 2-sided Fisher’s exact test). (E) Quantification of β-actin cfDNA levels in mouse plasma at multiple time points following surgery. LITT induced a modest increase in β-actin cfDNA at 1 h and 3 days post-procedure (*P* > .05 by 2-way ANOVA). (F) Quantification of *eGFP* circulating ctDNA normalized to β-actin cfDNA in mouse plasma at multiple time points post-surgery (*P* > .05 by 2-way ANOVA).

## Discussion

The BBB hinders the flow of drugs between the blood and the brain parenchyma, limiting brain and brain tumor penetration by therapies. Therefore, numerous strategies have been designed to modulate the BBB and improve drug penetration.^26^ LITT has attracted attention given its potential for minimally invasive brain tumor ablation with non-inferior outcomes when compared with classical open surgery.^27–31^ Our group had previously demonstrated that LITT can increase BBB permeability for up to 4 weeks, which is mechanistically associated with reduced TJ integrity and enhanced transcytosis in brain endothelial cells.^9^ However, the detailed mechanistic basis, along with the spatial distribution and temporal persistence of these effects, had not yet been fully characterized.

Here, leveraging our previously established LITT murine model,^9^ our scRNA-seq analysis revealed that LITT induces transcriptional changes in brain endothelial cells characterized by downregulation of TJ-associated pathways and upregulation of pathways involved in caveolae-mediated transcytosis (Figure 1). These findings are consistent with our prior histological and ultrastructural observations that LITT disrupts junctional integrity and enhances vesicular transport, thereby promoting BBB permeability.^9^ Despite the change in TJ- and transcytosis-related pathways, substantial overlap in gene expression persisted between control and LITT-treated endothelial cells. This pattern likely reflects spatially restricted BBB opening that decreases with increasing distance from the laser ablation core, rather than uniform BBB disruption across the vasculature.

While previous studies have linked Wnt/β-catenin signaling to BBB stabilization,^22^^,^^32^^,^^33^ our finding of Wnt/β-catenin pathway upregulation after LITT may instead represent a compensatory attempt to restore junctional integrity. In addition, our transcriptomic analysis revealed enrichment of complement activation and neutrophil chemotaxis pathways, suggesting that endothelial responses to LITT extend beyond barrier regulation. These findings suggest that, beyond altering barrier integrity, LITT may also reshape the local immune environment, raising the possibility that endothelial responses contribute to enhanced immune activation following ablation.

Following LITT, claudin-5 expression in brain endothelial cells decreased sharply within the first week, with partial recovery by day 14 and complete restoration by day 21 (Figure 2). We also demonstrated that this effect was restricted to ∼100 µm around the ablation core. This transient and spatially confined TJ disruption highlights the temporal dynamics of BBB remodeling after thermal ablation. Nevertheless, Cldn5 does not show a significant transcriptional change in the single-cell RNA-seq data obtained one week after LITT. This discrepancy likely reflects spatial averaging across endothelial cells at varying distances from the lesion, temporal differences between transient transcriptional responses and more persistent protein-level changes, and technical differences between scRNA-seq and in situ histological analyses.

LITT increased caveolae-mediated transcytosis in brain endothelial cells, peaking at day 14 and returning to baseline by day 21, coinciding with downregulation of Mfsd2a (Figure 3). These results suggest that Mfsd2a contributes not only to baseline suppression of transcytosis but also to LITT-induced BBB permeability. Downregulation of Mfsd2a has been observed in other forms of CNS injury, including surgical brain injury and intracranial hemorrhage, suggesting that endothelial stress responses triggered by tissue injury may contribute to reduced Mfsd2a expression.^34^^,^^35^ In addition, upstream regulatory pathways such as Wnt/β-catenin signaling, which was among the top-enriched pathways in our transcriptomic analysis (Figure 1E), may further modulate Mfsd2a expression and transcytotic activity following LITT. Future studies aimed at validating the functional necessity of Mfsd2a in LITT-mediated endothelial transcytosis and dissecting the mechanisms linking injury, Wnt/β-catenin signaling, and Mfsd2a regulation will be important to fully understand BBB responses to LITT.

Using human GBM tissues, we found that endothelial caveolae density is overall very low in both normal brain and nonenhancing GBM regions, consistent with the well-documented suppression of baseline transcytosis in the healthy brain microvasculature.^23^ Notably, enhancing GBM regions showed a modest increase in caveolae density compared with both nonenhancing tumor regions and normal brain (Figure S2). While the observed regional heterogeneity reflects only a modest elevation in transcytosis activity, these descriptive findings contextualize the potential for therapeutic interventions, such as LITT, to further modulate BBB permeability by enhancing transcytosis, which requires further validation.

While this study focused on endothelial cell components of the BBB, other cell types in the tumor microenvironment might play a role in mediating LITT’s effect. Pericytes play a key role in mediating the BBB’s permeability and interact closely with endothelial cells. In fact, the endothelial expression of Mfsd2a has been shown to be modulated by endothelial-pericyte interactions.^7^ However, the impact of laser ablation on pericyte function in the surrounding areas of the ablation regions remains unknown. Further, neural activity has also been shown to modulate the BBB,^36^ with the BBB opening being observed in the setting of abnormally high neural activity in epilepsy.^37^ However, LITT’s effect on neurovascular coupling remains largely uncharacterized, and future studies should focus on further studying this relationship. The role of macropinocytosis—a less-studied, actin-dependent form of bulk endocytosis used by GBM cells for nutrient uptake—in response to LITT also remains unknown.^38^

There is great interest in deploying BBB opening technologies to enable drug delivery for molecules that otherwise would not readily cross the BBB.^39^ Our group has demonstrated this in the clinical setting with doxorubicin in recurrent GBM. Interestingly, in a Phase II trial, LITT followed by weekly low-dose doxorubicin initiated post-LITT demonstrated a significant overall survival benefit compared to historical controls treated with bevacizumab or LITT with standard salvage chemotherapy.^40^

Our findings reveal that LITT induces a bidirectional increase in BBB permeability, as evidenced by the enhanced release of tumor-derived ctDNA into the circulation (Figure 4). Plasma ctDNA levels in mice treated with LITT were significantly higher than those in sham controls, with detection occurring as early as 1 h and up to day 14, thereby overcoming the challenge of low ctDNA detectability in glioma models. Prior work with focused ultrasound has similarly shown that BBB opening enhances ctDNA detection.^41^ In contrast, LITT not only increases BBB permeability but also ablates tumor tissue. The peak in ctDNA at 3 days likely reflects rapid tumor cell death, which occurs earlier than maximal BBB permeability. LITT induced a relatively specific increase in tumor-specific cfDNA, likely because the primary target of LITT in these experiments was the brain tumor. Therefore, LITT may release a spatially broader repertoire of tumor-derived molecules than those that may typically be found in focal stereotactic biopsies and thus provide dual utility for both therapeutic and biomarker applications. As the first study to demonstrate LITT’s role in enhancing ctDNA detection, our results suggest that LITT could enable more comprehensive tumor mutation profiling by ablating multiple sites of tumors, though further human studies are needed to validate its clinical applicability for GBM management.

Our results have several limitations. We demonstrate that LITT can impair TJ integrity and increase transcytosis in a murine model. However, mice have different BBBs from humans, and the effect of LITT in human brains might be different. For scRNA-seq, immunofluorescence, and TEM experiments, sham controls involved only a burr hole. These controls did not capture potential effects of tissue disruption caused by probe insertion and should be taken into account when interpreting the findings. We also evaluated the presence, magnitude, and density of caveolae in human brains harboring GBMs. However, the variation of this process between primary and recurrent GBMs, as well as its role in different brain regions, remains uncharacterized. The analysis of LITT-treated human GBM samples is essential for further validation, but their acquisition is particularly challenging.

In summary, this study demonstrates that LITT can temporarily and reversibly increase BBB permeability by decreasing TJ integrity and increasing transcytosis with an effect lasting for up to 2 weeks and up to 100 µm away from the ablation zone in part due to Mfsd2a suppression. Further, this provides a window of opportunity that can be exploited to facilitate the potentially more spatially comprehensive detection of ctDNA and improve the effectiveness of adjuvant therapies being combined with LITT in future human clinical trials.

## Supplementary Material

noag080_Supplementary_Data

## Data Availability

scRNAseq data deposited to GEO (accession number GSE329855).

# Supplementary material for: Laser interstitial thermal therapy enhances bidirectional blood-brain barrier permeability in glioblastoma
**Source:** Neuro Oncol. 2026 Apr 13;28(7):1649–61. doi: 10.1093/neuonc/noag080
**Supplement:** noag080_Supplementary_Data

**Supplementary Material**

**Supplementary Figure 1** Representative images of Evans Blue staining and GFP signal in SB28 tumors 7 days after LITT or sham treatment. Dashed lines demarcate the tumor.

**Supplementary Figure 2** Endothelial cell transcytosis in untreated human GBM specimens. (A) Schematic demonstrating sample collection sites at enhancing (blue) and non-enhancing (green) regions in human brain harboring GBM and representative transmission electron micrographs of caveolae in endothelial cells (E) facing the lumen (L) in normal brain and tumor regions. (B) Quantification of luminal caveolae density (mean +/- SEM) in endothelial cells in indicated regions. 10 capillary cross-sections quantified per sample. Scale bar: 100 nm.

How the deposited data were processed for this re-analysis (not part of the article)

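Brain endothelial cells sorted from LITT-treated and sham-treated mice at day 7 were sequenced by Smart-seq2, and 4 samples, 2 from each treatment, are named in the labels. The authors deposited a single table of estimated counts per gene and well, made by quantifying the reads with Salmon on the mm39 transcriptome and summarising transcripts to genes with tximport, which scales the values for transcript length and to the number of counts of each well. The versions of these tools, the annotation release and the use of strand are not given in the sources used here. The values were not whole numbers and were not normalized for depth. The table held 20752 gene entries, of which 7365 were at 0 in every well and 53 symbols stood on more than 1 line, and 576 wells. Lines with the same symbol were kept apart for the gene filter and summed for a named gene. It held 0 spike-in lines, 12 mitochondrial genes and 92 ribosomal protein genes, the last taken as symbols that start with Rpl or Rps without the Rps6k kinases.

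The well names start with P1 or P2 and match neither a sample nor a treatment. The tests planned before the data were examined compared LITT with sham over the 4 samples, by a count test on counts summed per sample, by gene list tests and by module scores. They assumed that wells could be assigned to samples, which was not possible, so none of them was run and all wells were treated as 1 pooled sample. Values are given without p-values, and cells were not treated as replicates. No LITT against sham result of the paper was analysed here.

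Genes above 0 in at least 1% of wells were kept first. Cells were then kept with more than 500 genes, more than 75000 counts, and mitochondrial and ribosomal shares each under 10%. The CPM values use the total over the retained genes. Doublets were not called, since the cells had been gated as single events and sorted into wells. The retained cells held a median of 10804615 counts, at which 500 CPM stands for 5402 counts, while in the shallowest of them, with 94320 counts, it stands for 47 counts. Shares are given with exact 95% Clopper-Pearson intervals, and a count of 0 is given with the share that 3 cells would make. Because reads carry no molecular identifiers, these intervals cover counting error only.

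The genes named in the text were fixed before the data were examined. They are every gene the paper's text names for the sequencing data and the other genes of Figures 1C and 1G. The rule also named the genes with the largest changes between LITT and sham, which could not be determined here. Single genes of Figure 1D are not reported for the same reason. Marker lists for the cell types, and lists after the pathways the paper names, were written at the same time, and 2 genes of these lists are not reported here and were left out of every count. The microglial well described under the other observations was chosen after its values were seen. Positions come from the GENCODE annotation of GRCm39, the assembly that mm39 names.

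To examine low counts, wells were arranged in the order of the table in blocks of 16, which gives 18 blocks for each of the P1 and P2 sets. The width of 16 was inferred from the spread of the genes described next, since the index layout is not given in the sources used here, and was checked by choosing it on one part of these genes and measuring it on the rest. Genes with more than 20000 counts in a set, over 98% of them in 1 well, were used to estimate the share of a well's counts that appears in wells at the same place of another block and in wells of the same block. The count expected in each well from these shares was compared with the count found, and a value was called above expectation when it was at least 100 counts and more than 10 times the expected count. This procedure was tested on 6 simulated plates of 20752 genes with known transfer shares. The largest error of an estimated share was 0.941%. At least 99.87% of the values simulated as expressed were called above expectation. These values were all drawn from values of 1000 counts or more. Alternatives tried were other thresholds for a cell to express a gene, other readings and orders of the filters, and all wells without a cell filter. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.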

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

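The tests in this part were chosen after the counts had been seen. The paper's filter removed 199 wells with 75000 counts or fewer, and these wells are not reported on in the paper. They nevertheless held a median of 2938 genes above 0, and a median of 71.6 counts of Cldn5, above the 3 counts that a count of 0 allows. These wells have no control wells beside them in the table, and no well without a cell is identified.

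Free RNA in the sorted suspension, liquid carried between neighbouring wells, RNA of the cell in the well itself, and reads passed between wells that share an index position were weighed. The libraries carried 2 index reads, and wells in one line of a plate commonly share one of the index sequences. The layout of the indexes is not given in the sources used here. That wells at the same place of blocks of 16, or in the same block, share an index position is an inference from the spread of the genes used in the test that follows. When the block width was chosen from 8 to 36 on 329 of these genes of the P1 wells and 339 of the P2 wells, 16 was chosen in both. The genes not used for the choice were then found above 0 in 92.4% and 97.5% of the wells of the same lines and in 1.01% and 0.802% of the others, against at most 12.4% and 13.9% in the same lines after shuffling the order of the wells 20 times. The test used 1337 cases of a gene with over 98% of its counts in 1 well of its set. In the wells at the same place of another block of 16, 96.7% held such a gene above 0, and in the wells of the same block 92.6%. In wells sharing neither line, 0.923% did. Because these genes were selected for being held by 1 well, free RNA was examined on genes not selected in this way, namely all retained genes with a mean of at least 5 counts in the wells with too few counts, 858 in the P1 wells and 1520 in the P2 wells. Over these wells, a gene's share of the counts followed the share expected from the wells of the same lines, with a median Spearman rho of 0.811 over genes, and after shuffling the wells 20 times the median was at most 0.0327. Free RNA of 1 suspension would not depend on the line, so it is argued against as the main source if the wells of a set shared a suspension. LITT and sham cells were sorted apart and their places are not known, so free RNA that differs between lines was not tested. A smaller part from free RNA is not excluded. Carry-over between neighbours is argued against by the transfer rates, which in adjacent wells were 0.877 to 1.07 times those in farther wells of the same line, if the order of the table follows the plate. The cells were sorted and amplified in other plates before selected wells were moved to a new one, so carry-over at those earlier steps was not tested. The shares passed on were estimated from the genes held by 1 well as 121 and 81.2 per 1000000 counts in the P1 wells and 208 and 135 per 1000000 in the P2 wells. Applied to all genes, they gave an expected total for each of the 199 wells, and the found total was a median of 0.911 times the expected one, 0.988 times in the P1 wells and 0.859 times in the P2 wells. Single wells departed from it, with the middle 80% of wells from 0.593 to 2.05 times in the P1 wells and from 0.579 to 1.17 times in the P2 wells, and a highest value of 3.71 times in the P1 wells. This is consistent with reads passed between wells of the same inferred lines as the main source of these counts taken over the wells, though not as the whole of them in each well.

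RNA of the wells' own cells was not needed for the endothelial genes, as the median count of the 5 endothelial markers was at most 0.851 times the expected count. It remains open for other genes, since 68 of the 199 wells had 1 or more genes above expectation, which made up 11.6% of all counts in these wells (21.1% in the P1 wells and 3.32% in the P2 wells). Whether index sequences were exchanged during library preparation or during sequencing was not tested. No biological explanation was tested, because the treatment of these wells is not known.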

How the results depend on the processing

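No paired analysis was possible because the wells carry neither a sample nor a replicate number and no test was made. For the same reason the alternatives planned for the genes changed after LITT, the gene lists, the module scores and the leaving out of single samples were not run. Scaling to spike-ins was not run because the table held 0 spike-in lines. The alternatives named here as added were chosen after seeing the data.

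The number of retained cells was 367, and between 363 and 375 under the planned readings and order of the filters. The number of retained genes was 10901, and 11059 with cells filtered before genes. Of the added settings, calling a gene present only when it was above expectation from wells sharing an index position left 6029 genes, and requiring more than 500 genes at 100 CPM left 63 cells. These settings are stricter by construction.

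The share of retained cells expressing the paper's endothelial markers depended on the threshold. At 100 CPM it was 69.2% for Cldn5, 73.3% for Flt1 and 30.0% for Pecam1, each outside the interval of the value at 500 CPM, while Esam at 36.0% was within it. At 2000 CPM it was 51.2% for Cldn5, 43.6% for Flt1, 23.4% for Esam and 16.1% for Pecam1. Above 0 it was 100% for Cldn5, Flt1 and Esam and 99.2% for Pecam1. Of the added settings, 500 CPM over all 576 wells gave 74.1% for Cldn5, 76.2% for Flt1, 51.0% for Esam and 41.7% for Pecam1, because a few counts reach 500 CPM in wells of low total. Counting values above expectation moved only Pecam1, to 30.8%. A threshold of 1000 counts, the stricter filter of 1000 genes and 500000 counts, and the other readings of the 10% limit kept all 4 shares within their intervals. Here and for the genes that follow, the intervals measure counting error and not the effect of a threshold on the same cells. They are wide for rare genes, so a share within its interval need not be stable. Efnb2, for example, went from 2 to 5 cells at 100 CPM and stayed within its interval.

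Of the 11 other genes, Cdh5 and the 10 zonation markers, 9 kept their share within its interval at 100 CPM, 4 at 2000 CPM and 0 above 0, where all 11 were higher. At 1000 counts 10 did, above expectation 7, and over all wells 7. Over all retained cells and in these settings the arterial genes had lower shares than Vwf, and Vwf a lower share than each of the 4 venous and capillary genes, with 4.36% against 4.90% for the lowest of them at 2000 CPM. The place of Vwf rests on the P2 wells, where its share was 3.05%. In the P1 wells alone it was 12.9%, and 1 of the 4 genes was above it. These orders were not tested.

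Of the retained cells, 11 had fewer than 500000 counts, and these are the cells the stricter filter left out. Rare cells are limited by their number, since 0 of 367 cells allows a share of up to 0.817%.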

Differences from the paper's values

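The numbers of retained cells and genes and the mean depth were each within 1.5 times the paper's values. These are the only values stated in the paper's text that were compared. The following statements of the paper name no share of cells and no threshold. The shares set beside them, over LITT and sham cells together, are another measure and do not contradict them.

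The paper describes strong expression of 4 endothelial markers throughout the cells. At 500 CPM, 2 of the 4, Cldn5 with 62.7% and Flt1 with 65.7%, were expressed in most retained cells, and the other 2, Esam with 31.1% and Pecam1 with 24.8%, in fewer. With any value above 0 as expression, a threshold set before the data were examined, all 4 were found in at least 99.2% of the retained cells. At 100 CPM and at 2000 CPM, Esam and Pecam1 were expressed in at most 36.0%. All cells had been sorted for CD31, which Pecam1 encodes, so cells below a threshold can still express it.

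The paper describes the venous and capillary markers as highly expressed, beside low arterial markers and moderate Vwf, which can be read as an order among the markers. All 4 were expressed at 500 CPM in a minority of the retained cells, from 9.26% for Tfrc to 16.6% for Slc16a1, and in 88.0% to 95.9% with any value above 0. The paper's order of the arterial markers below Vwf, and of Vwf below the venous and capillary markers, was found in the shares over all retained cells and in the P2 wells. In the P1 wells Vwf, with 12.9%, was above Slc38a5 with 8.82% and above Mfsd2a and Tfrc with 10.6% each, so that 1 of the 4 genes, Slc16a1 with 14.1%, stood above it.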

Other observations

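The tests in this part were chosen after the counts had been seen. The low mode of the violin-plot genes was examined in the retained cells with fewer than 1000 counts of a gene, apart for P1 and P2 wells, whose relation to LITT and sham is not known. For Ocln these were 151 cells of the P1 wells with a median of 4.10 counts and 149 of the P2 wells with a median of 26.4 counts, a ratio of 6.45. The count expected from the wells of the same inferred lines was 5.36 and 29.0, a ratio of 5.42. For Jam2 the ratio found was 2.91 and the expected one 2.75, for Mfsd2a 3.70 and 2.94, for Cavin1 2.63 and 1.81, for Iqgap1 0.921 and 0.886, for Cav1 1.87 and 2.33, for Cldn5 1.53 and 1.90, and for Tjp1 1.95 and 1.05. The comparison was extended to 1203 genes with an expected median of at least 2 counts, a found median above 0 and at least 30 such cells in each set. Genes with a found median of 0 were thereby left out, which can raise the agreement. The log2 ratios found and expected had a Pearson r of 0.880 and a Spearman rho of 0.877 across genes, which are not independent replicates. The median ratio was 1.93 found and 1.94 expected. Within the P1 and P2 sets, these low counts followed the expected count, with a median Spearman rho of 0.771 over genes, and hardly the total count of the cell itself, with a median rho of 0.139. The low rho with the cell's own total argues against low expression by the cell as their main source over these genes. The levels found were 0.496 to 1.17 times the expected ones in both sets for Cldn5, Ocln, Tjp1, Jam2, Mfsd2a and Cav1. For Cavin1 they were 1.46 times the expected level in the P1 wells and 2.13 times in the P2 wells, and for Iqgap1 1.61 and 1.67 times, so that for these 2 genes low expression by the cells themselves remains open beside passed reads. For Tjp1 the level in the P1 wells was 0.496 times the expected one, and passed reads account for little of its difference between the sets, whose cause was not tested. For Cldn5, Ocln, Jam2, Mfsd2a and Cav1, a candidate explanation for the low mode, and for its difference between the sets, is reads passed between wells that may share an index position. A hypothesis to examine with the treatment of each well at hand is that a group difference in a test on all values could arise in part from the low mode, where a few cells with very many counts set the level for a whole line of wells. The values here do not show whether this holds for LITT against sham. The share of cells expressing Ocln also differed between the P1 and P2 sets, which cannot be read as LITT and sham and may each hold both treatments. Ocln reached 500 CPM in 9.41% of the retained cells of the P1 wells (interval 5.48 to 14.8%) and 22.3% of those of the P2 wells (interval 16.7 to 28.8%). For Mfsd2a the shares were 10.6% and 18.3%, for Jam2 15.3% and 23.4%, and for Iqgap1 14.7% and 8.12%, with overlapping intervals. Those of Tjp1 (11.2% and 10.7%), Cav1 (11.2% and 9.64%), Cavin1 (5.88% and 5.08%) and Cldn5 (61.8% and 63.5%) were close to each other. Of the cells at 500 CPM, 57 of 60 for Ocln, 50 of 54 for Mfsd2a, 70 of 72 for Jam2 and 40 of 41 for Iqgap1 were above expectation, and their counts enter the expected count of the other wells. A biological difference between the sets was not tested and remains open.

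In the retained cells, 13.3% of the values above 0 were above the expectation from wells sharing an index position, with a median of 438 such genes per cell against 3430 genes above 0. The median was 0 such genes in the wells with 75000 counts or fewer. These wells held a median of 26482 counts in all, so few genes could reach the minimum of 100 counts. Their median of 0 therefore says little about RNA of their own cells. The share of retained cells above expectation was 19.1% for Ocln, 21.5% for Jam2, 26.4% for Cavin1, 24.3% for Iqgap1, 18.5% for Tjp1 and 14.2% for Cav1. At 500 CPM it was 16.3% for Ocln, 19.6% for Jam2, 5.45% for Cavin1, 11.2% for Iqgap1, 10.9% for Tjp1 and 10.4% for Cav1. Part of the counts of Jam2 can be uncertain, because the annotation places Atp5pf across it on the other strand and the use of strand in the counting is not stated.

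A single retained well of the P1 set held 72.2% of all C1qa counts of the retained cells, 43.4% of those of C1qb and 79.3% of those of C1qc. In this well 8 of the 8 microglia genes reported here, from a list written before the data were examined, were above expectation, among them C1qc with 5913 CPM, Ctss with 4095 CPM, Csf1r with 655 CPM, Tmem119 with 504 CPM and P2ry12 with 426 CPM. Ctss is not confined to microglia, and C1qa, C1qb and C1qc also stand on the complement list. Of the 7 genes without Ctss, no other retained cell had more than 2 above expectation. Reads from wells sharing an index position are argued against, as the expected C1qa count of this well was 1.23 against 73646 found. An endothelial cell that expresses complement genes is argued against by a Cldn5 count 0.869 times the expected one and by 0 of 5 endothelial markers above expectation. These values are consistent with a microglial cell that passed the sort. Its treatment is not known. C1qb was above expectation in 8 retained cells in all, so signal of this gene outside the well remains, and its source was not tested.

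The lists written after the pathways the paper names were seen to different degrees in the pooled cells. Of the complement list, 23 of 24 genes were in the table, 10 were at 0 in every well and 2 reached 500 CPM in at least 1% of the retained cells, Cd59a with 57 cells and C1qb with 5. Of the neutrophil chemotaxis list, 14 of 25 genes were at 0 in every well, and 10 retained cells expressed any of them at 500 CPM. Of the catenin complex list, 7 of 25 genes reached 500 CPM in at least 1% of the retained cells, led by Ctnna1 with 72 cells and Ctnnb1 with 56. The tight junction list had 12 such genes of 21 in the table, the caveola assembly list 8 of 10, the transcytosis list 9 of 16, the Wnt target list 9 of 13 and the purine nucleotide transport list 9 of 18. Endothelial activation genes were expressed in 15 retained cells, genes of the response to dissociation in 282, and a gene of the Y chromosome in 1, which was Kdm5d. How these lists differ between LITT and sham was not analysed here.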
